# Differential Gene Expression in Activated Microglia Treated with Adenosine A_2A_ Receptor Antagonists Highlights Olfactory Receptor 56 and T-Cell Activation GTPase-Activating Protein 1 as Potential Biomarkers of the Polarization of Activated Microglia

**DOI:** 10.3390/cells12182213

**Published:** 2023-09-05

**Authors:** Alejandro Lillo, Joan Serrano-Marín, Jaume Lillo, Iu Raïch, Gemma Navarro, Rafael Franco

**Keywords:** adenosine A_3_ receptor, Alzheimer’s disease, microglia, neurodegeneration, neuroinflammation, Parkinson’s disease

## Abstract

Microglial activation often accompanies the plastic changes occurring in the brain of patients with neurodegenerative diseases. A_2A_ and A_3_ adenosine receptors have been proposed as therapeutic targets to combat neurodegeneration. RNAseq was performed using samples isolated from lipopolysaccharide/interferon-γ activated microglia treated with SCH 58261, a selective A_2A_ receptor antagonist, and with both SCH 58261 and 2-Cl-IB-MECA, a selective A_3_ receptor agonist. None of the treatments led to any clear microglial phenotype when gene expression for classical biomarkers of microglial polarization was assessed. However, many of the downregulated genes were directly or indirectly related to immune system-related events. Searching for genes whose expression was both significantly and synergistically affected when treated with the two adenosine receptor ligands, the AC122413.1 and Olfr56 were selected among those that were, respectively, upregulated and downregulated. We therefore propose that the products of these genes, olfactory receptor 56 and T-cell activation GTPase-activating protein 1, deserve attention as potential biomarkers of phenotypes that occur upon microglial activation.

## 1. Introduction

Neurodegenerative disorders cause millions of deaths each year (https://www.who.int/news/item/27-02-2007-neurological-disorders-affect-millions-globally-who-report, accessed on 20 September 2022). In the most frequent neurodegenerative pathologies, Alzheimer’s disease (AD) and Parkinson’s disease (PD), age is the main risk factor. In addition, neuronal death (nigrostriatal dopaminergic neurons in PD, cortical and hippocampal neurons in AD) and protein aggregation are common in these two diseases. Microglia surrounding AD-related pathological structures in human samples show a marked upregulation in microglia of the adenosine A_2A_ receptor (A_2A_R) [1]. Therefore, A_2A_R would be a potential therapeutic target in the event that microglia become a key player in neuroprotection mechanisms.

When they become activated, microglia and macrophages release proinflammatory factors to later undergo phenotypic changes that lead to the expression of molecules that limit inflammation and enable the return to homeostasis. There has been an instrumental nomenclature that assumes a resting M0 state which, upon activation, leads to a proinflammatory M1 phenotype and then results in a resolving M2 phenotype [2,3,4,5]. Another model proposes a continuum of phenotypes as an alternative to the discrete M0/M1/M2 view [6,7]. There is strong evidence of neuroprotective microglia, that is, a phenotype that helps neuronal survival in neurodegenerative scenarios [8,9,10,11]. Current challenges include defining neuroprotective microglia markers and identifying targets to skew microglia toward the neuroprotective phenotype.

Antagonists of the A_2A_R are promising to combat neurodegenerative diseases due to evidence from different laboratories in preclinical research in different animal models of neurodegeneration and because a first-in-class A_2A_R antagonist, istradefylline, has been approved in Japan and the US for human use. Targeting the A_2A_R in microglia is one of the possible mechanisms of neuroprotection. In fact, microglia-mediated neuroinflammation caused by intraperitoneal administration of lipopolysaccharide (LPS) can be prevented by intracerebroventricular administration of SCH 58261, a selective A_2A_R antagonist [12]. Neuroinflammation accompanying the lesion in the 1-methyl-4-phenyl-1,2,3,6-tetrahydropyridine (MPTP) rodent model of PD can also be reverted by intraperitoneal administration of A_2A_R antagonists [13]. Furthermore, A_2A_R antagonists revert microglial activation in a rat model of striatal neurodegeneration [14]. In primary cultures, it is possible to correlate A_2A_R activation with increases in nitric oxide release by activated microglia [15].

Another adenosine receptor, the A_3_ (A_3_R), which has been more recently proposed as a target for neuroprotection, is also expressed in activated microglia [16,17]. There is evidence that the benefits would derive from the activation of A_3_R, that is, neuroprotection would be obtained through the use of A_3_R agonists. Similar effects exerted by A_2A_R antagonists or A_3_R agonists would make sense because the A_2A_R is coupled to heterotrimeric Gs proteins, whose engagement activates adenylate cyclase, whereas the A_3_R is coupled to heterotrimeric Gi proteins whose engagement inhibits adenylate cyclase [18]. Therefore, A_3_R agonists would lower cAMP levels as would A_2A_R antagonists (there is always a certain A_2A_R activation tone due to the continuous presence of extracellular adenosine). The scenario is more complex as the two receptors may establish direct interactions in such a way that A_3_R-mediated signaling is enhanced when A_2A_R antagonists are present [19].

Herein, we aimed to determine by a transcriptomic approach whether (i) simultaneous activation of the A_3_R and blockade of the A_2A_R in activated microglia modulates gene expression, with special attention to genes encoding factors involved in inflammatory responses, and (ii) whether adenosine receptor targeting leads to skewing microglia toward the neuroprotective phenotype.

## 2. Methodology

### 2.1. Reagents

Chloroform (C2432-500ML) was obtained from Sigma Aldrich (St. Louis, MO, USA), Trizol (15696026) was obtained from Ambion Life Technologies (Waltham, MA, USA), isopropanol (131090.1211) was obtained from PanReac AppliChem (Chicago, IL, USA), lipopolysaccharide (L4391-1MG) and human interferon-γ (I3265-1MG) were obtained from Sigma-Aldrich (St. Louis, MO, USA), 2-Cl-IB-MECA (1104), and SCH 58261 (2270) was obtained from Tocris Bioscience (Bristol, UK). After dissolution with dimethyl sulfoxide, adenosine receptor ligands, 10 mM aliquots, were prepared and stored at −20 °C. For use, aliquots were thawed and, unless otherwise indicated, dilution was performed in the culture medium; all conditions, control and treatment with ligands, had the same final concentration of dimethyl sulfoxide.

### 2.2. Isolation and Activation of Microglia

To prepare mice striatal primary microglial cultures, the brains from 2–4-day-old pups (C57/BL6 mice) were used. A total of 4 pregnant animals were used in this study. The procedure was based on previously published protocols [20,21,22]. Tissue was dissected, meninges were removed, and 0.25% trypsin was used for 30 min at 37 °C. Digestion was stopped by adding an equal volume of medium (Dulbecco’s modified Eagle medium-F-12 nutrient mixture, fetal bovine serum 10%, penicillin 100 U/mL, streptomycin 100 μg/mL and amphotericin B 0.5 μg/mL) with 160 μg/mL deoxyribonuclease I. Cells were grown in DMEM medium supplemented with MEM Non-Essential Amino Acids Solution (1/100), 100 U/mL penicillin/streptomycin, 2 mM L-glutamine, and 5% (*v*/*v*) heat-inactivated Fetal Bovine Serum (FBS). Repeated pipetting and passage through a 100 μm pore mesh were followed by centrifugation at 200× *g* for 7 min. The cell pellet was placed in Dulbecco’s modified Eagle medium (DMEM) containing 2 mM L-glutamine (DMEM-g) and seeded in 6-well plates at a 3.5 × 10^5^ cells/mL density; 24 h later, cells were placed in DMEM-g supplemented with MEM Non-Essential Amino Acid Solution (1/100) and 10% (*v*/*v*) heat-inactivated Fetal Bovine Serum (FBS) containing 100 U/mL penicillin/streptomycin. Cultures were maintained at 37 °C in a humidified 5% CO_2_ atmosphere and medium was replaced at DIV 2 and once a week. All cell culture reagents were from Invitrogen, Paisley, Scotland, UK.

Cell viability was calculated by counting alive and dead cells a Countless II FL automated cell counter (Thermo Fisher Scientific-Life Technologies, Waltham, MA, USA) after (1:1 *v*/*v*) dilution with trypan blue. Viability was >98%. The purity of microglial cells upon labeling with anti-CD11b antibodies was >95%.

Cells were cultured for 15 days in a 5% CO_2_ humid atmosphere (37 °C) prior to activation using 0.01% (*v*/*v*) LPS and 0.002% (*v*/*v*) IFN-γ. Vehicle or adenosine receptor ligands were added to the culture at 24, at 32, and, also, at 40 h after the start of the LPS/IFN-γ-induced activation. 48 h after the start of activation, i.e., 8 h after the last addition of vehicle or adenosine ligands, RNA was extracted using Trizol (details in [23]) and purification was performed using isopropanol and chloroform. Purity and integrity were assessed by, respectively, the 280/260 absorption ratio and the RNA Integrity Number (RIN). Further quality control for each sample was performed at the German facilities of Novogene where sequencing was performed. Following mRNA purification using poly-T oligo-attached magnetic beads, first-strand cDNA synthesis was achieved using random hexamer primers and for second-strand cDNA synthesis, dTTP (non-directional library) or dUTP (directional library). For the non-directional library, it was ready after end repair, A-tailing, adapter ligation, size selection, amplification, and purification. The directional library it was ready after end repair, A-tailing, adapter ligation, size selection, USER enzyme digestion, amplification, and purification.

Qubit was used for precise quantification of total RNA, and Bioanalyzer was used for assessing the RNA integrity. Only samples with a RIN > 9 were selected. The number of processed samples (replicates) was 4 for vehicle-treated cells and 3 for receptor ligand-treated cells.

### 2.3. RNAseq Data Processing

Sequences were obtained using Novogene NovaSeq 6000 (pair-end 150), being 151 + 8 + 8 + 151 in the sequencing cycles.

Quality control of sequencing data (raw reads) was first achieved via in-house “perl” scripts. “Clean reads” were obtained upon removal of reads containing adapter or ploy-N; low-quality reads (<Q20) were also removed prior to final analysis. Paired-end clean reads were aligned to the reference genome using Hisat2 v2.0.5.

Feature Counts v1.5.0-p3 software was used for counting the reads to each gene-derived mRNA. Fragments per Kb were calculated considering the length of a given gene and the read count for the gene. Differential expression analysis was done using millions of base pairs sequenced (FPKM) and considering the effect of sequencing depth and gene length for the reads.

For mapping the reads, the reference genome, and gene model annotation files were downloaded from the Ensembl genome browser. The indexing process of the reference genome was carried out using Hisat2 v2.0.5 for indexing the reference genome and for alignment of paired-end clean reads. We selected Hisat2 as the mapping tool because Hisat2 can generate a database of splice junctions based on the gene model annotation file and thus a better mapping result than other non-splice mapping tools.

### 2.4. Differential Expression Analysis

Prior to differential gene expression analysis, for each sequenced library, the read counts were adjusted by edgeR package. Differential expression analysis was performed using the DESeq2R package (1.20.0). The software uses the negative binomial distribution for analysis and determination of *p*-values; the Benjamini–Hochberg approach was employed for assessing the false discovery rate. The “edgeR” R package was used for comparing the expression in two different experimental conditions. Differentially expressed genes were selected by having a false discovery rate (FDR) < 0.05 and a fold change (FC) > |1.5|; FC shown as positive if upregulated and negative if downregulated.

### 2.5. Data Curation

Only coding sequences were considered in the analysis. Sequences coding for proteins that have not been properly characterized were not selected.

### 2.6. Gene Set Enrichment Analyses

STRING is defined as a “*database of known and predicted protein-protein interactions*” https://string-db.org/ accessed on 29 October 2022). STRING v11, which implements well-known classification systems such as Gene Ontology [24], was used for obtaining the potential connections of the differentially expressed genes with the following settings: full network, i.e., considering indirect (functional) and direct (physical) interactions, no additional shells (only the products of the genes provided to STRING were considered) and a confidence of 0.4. Afterward, hits were clustered using the REVIGO online tool (http://revigo.irb.hr/ (accessed on 30 July 2023)), which allows a 2D plot for grouping gene ontologies (GOs) by similarity. The Cytoscape software (v.3.9.1) (https://cytoscape.org/ (accessed on 30 July 2023)) was used to better reveal the results of the comparisons.

To assess the overrepresented transcription factors, the Enrichr tool “interactive and collaborative HTML5 gene list enrichment analysis tool” (https://maayanlab.cloud/Enrichr/ accessed on 29 October 2022) was used, selecting as the curated database the Transcriptional Regulatory Relationships Unraveled by Sentence-based Text-mining (TRRUST) v.2). Afterwards, STRING was also used again for assessing for different interactions between the overrepresented TFs (same settings as those described above).

## 3. Results

### 3.1. RNAseq in Activated Microglia in the Presence of an Antagonist of the A_2A_R

The heatmaps resulting from comparing the expression of genes in activated microglia and activated microglia treated with 200 nM SCH 58261 at 24, 32, and 40 h after the start of the LPS/IFN-γ-induced activation are shown in Figure 1. In all cases, a combination of LPS + IFN-γ was used for activation; cell collection and processing were carried out 48 h after the treatment with 0.01% (*v*/*v*) LPS and 0.002% (*v*/*v*) IFN-γ., i.e., 8 h after the last addition of vehicle or adenosine ligands. Meeting the criteria for a false discovery rate (FDR) < 0.05 and for a fold change (FC) > |1.5|; FC shown as positive if upregulated and negative if downregulated. The number of downregulated genes in cells treated with the A_2A_R antagonist, 1597, was much higher than the number of upregulated genes, 444. The data on the genes whose expression was reliably determined are provided in Supplementary Table S1.

Taking into account the genes whose expression was down-regulated upon SCH 58261 treatment, the enrichment analysis leads to data summarized in Figure 2. When analyzing genes whose expression decreases, several GOs (268) were identified (Figure 2); they were mainly clustered within developmental-related and stress/inflammation-related processes. Some of the GOs related to developmental-related processes are mesenchyme development, nervous system development, and endoderm formation. On the other hand, some of the key GOs associated with stress/inflammation are inflammatory response, regulation of immune response, and cytokine-mediated signaling pathway.

The genes that were upregulated upon A_2A_R antagonist treatment were not associated with any relevant cell event. In contrast, some of the genes that were downregulated are associated with the functionality of several transcription factors (Table 1) some of which regulate key cellular events (Figure 2). Analysis of known and predicted interactions, taking into account the protein products of downregulated genes, reveals that specificity protein 1 (Sp1) and SMAD family member 3 (SMAD3) transcription factors are nodes connecting two networks. In addition, the nuclear factor kappa B is connected to both Sp1 and SMAD3, whereas Ep300, which is also connected to Sp1 and SMAD3, is related to the myeloblastosis (Myb) family of transcription factors, which are key to inflammatory regulation but have not been characterized in microglia (Figure 3).

We addressed the changes in the expression of the genes related to the main biomarkers of M1 and M2 microglial phenotypes (Figure 4). We detected that some biomarkers related to the M1 phenotype were increased (i.e., CXCL11, IL-12, TNFA, IL1-B) and others were decreased (CCL11, CD36, Il17rb). A similar dual pattern was observed regarding the M2 biomarkers. In general, there is no particular trend with respect to microglial polarization, although under the conditions of the A_2A_R blockade here performed, increases in the expression of genes known to be involved in M2 polarization are not obtained, with the exception of peroxisome proliferator-activated receptor γ (PPAR-γ) and CCL22. Therefore, it is not possible to conclude that there is a clear change in phenotype when microglia are exposed to SCH 58261.

### 3.2. RNAseq in Activated Microglia Treated Simultaneously with an Antagonist of the A_2A_R and an Agonist of the A_3_R

Heat maps resulting from comparing gene expression in activated microglia and microglia activated with 200 nM SCH 58261 and 200 nM 2-Cl-IB-MECA at 24, 32, and 40 h after the start of LPS/IFN-γ-induced activation are shown in Supplementary Figure S3. In all cases a combination of LPS + IFN-γ was used for activation; cell collection and processing were done 48 h after the treatment with 0.01% (*v*/*v*) LPS and 0.002% (*v*/*v*) IFN-γ. Meeting the criteria for a false discovery rate (FDR) < 0.05 and for a fold change (FC) > |1.5|, the number of downregulated genes in cells treated with the two adenosine receptor ligands, 1671, was much higher than the number of upregulated genes, 574. Data on the genes whose expression was reliably determined are shown in Supplementary Table S2. All these genes were related to several (222) GOs, which were also mainly related to inflammation-related processes and developmental-related processes (Figure 5).

On addressing the expression of genes coding for biomarkers of M1 and M2 microglia, we found (Figure 6) that, compared with the control samples, the treatment of activated microglia with 200 nM 2-Cl-IB-MECA and 200 nM SCH 58261 led to both upregulation and downregulation of the expression of proinflammatory genes, with the IL-2 being the product of the gene whose expression increased the most, while the chemokine ligand, CCL11, was the product of the gene whose expression decreased in greater magnitude. Regarding M2 biomarkers, PPAR-γ was the product of the gene whose expression increased the most, while the so-called high-affinity scavenger receptor for the hemoglobin-haptoglobin complex, CD163, was the product of the gene whose expression decreased in greater magnitude. Accordingly, there was not any substantial trend regarding M1 and M2 microglial phenotypes.

### 3.3. Comparing RNAseq Data from Individual and Combined Treatments

Aiming at comparing the data obtained in individual versus combined treatment, we decided to select genes whose expression was, at least, 30% different in the combined treatment versus the individual treatment. The curated list of genes whose expression changed more in combined versus individual treatments is shown in Table 2. Genes that were downregulated with the single and combined treatment and for which the downregulation was >30% stronger in the combined treatment were Olfactory Receptor 56 (Olfr56), Amine Oxidase Copper-Containing 3 (Aoc3), ATPase H^+^ Transporting V0 Subunit A4 (Atp6v0a4), ITPR Interacting Domain-Containing 1 (Ccdc129), C-Type Lectin Domain Family 1 Member A (Clec1a), Gastrin-releasing peptide (Grp), indolethylamine N-methyltransferase (Inmt), Keratocan (Kera), and MGAT4 Family Member C (Mgat4c). Only the expression of AC122413.1, a gene that has been related to and associated with selective CA1 neuronal damage in the hippocampus of rodents [25], increased more than 30% in the combined treatment.

To have a more complete set of data for comparison, we retrieved data that were obtained in activated microglial cells treated with 2-Cl-IB-MECA, an A_3_R agonist. RNAseq data from untreated and 2-Cl-IB-MECA-treated activated microglial cells, obtained using the same protocol as the one used here, are deposited in the Gene Expression Omnibus Database (accession number: GSE214330). 

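Microglia in these samples were primary cultures from the striatum of mouse pups, the brain's resident macrophages grown outside the animal. After 15 days in culture they were activated with 0.01% LPS and 0.002% IFN-γ, and at 24, 32 and 40 h they received 200 nM of 2-Cl-IB-MECA, which activates the A_3_ receptor, or its vehicle. RNA was collected 48 h after the start of activation according to the paper, whereas the sample labels give day 3. The labels identify 4 samples treated with 2-Cl-IB-MECA and 3 control samples. These numbers are those of the legend of Figure 1, whereas the Methodology gives 4 for vehicle and 3 for ligand. Polyadenylated RNA was sequenced in pairs of reads, and the authors deposited the number of reads that featureCounts assigned to each gene after alignment with Hisat2, without normalization, for 31656 genes. The authors' table also holds their DESeq2-normalized counts and fold changes.
The total count was 53694065, 33388343, 44929628 and 41584766 in the treated samples and 50369392, 46072603 and 38021245 in the control samples. The 10 genes with the most reads took between 5.30% and 6.72% of the counts of a sample. Within the groups, the counts of replicate pairs differed by 4.08 to 8.67 times the sampling noise of reads (chi-square per gene, 9 pairs). No pair was therefore 1 library sequenced again. Separate libraries from the same RNA or culture cannot be excluded in this way, because they too can differ by more than that noise. From the deposited counts, 19388 genes passed edgeR's filter on low counts. They were normalized by the TMM method and compared between the groups with edgeR's quasi-likelihood test, and FDR values were obtained by Benjamini-Hochberg adjustment. Between replicates, the biological coefficient of variation common to the genes was 5.32%. Normalized counts are given as mean ± SD on the scale of the mean library. Samples in both groups carry the replicate numbers 1, 2 and 3, and the paper's text does not say whether equal numbers share animals or a day of culture. Over the genes tested, deviations from the mean of samples 1, 2 and 3 of each group had a mean correlation of 0.034 between samples with the same number. The mean of -0.017 between samples with different numbers largely follows from that centring. Single pairs overlapped, at 0.009 to 0.060 with the same number and -0.063 to 0.033 with different numbers. These values cannot decide whether the samples are paired. The fit with the replicate number as a block is therefore given beside the fit without it. The choices that could change the numbers are the filter on low counts, the scaling of the libraries, the block, the test, the fold change criterion and the samples included.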

We listed those genes whose expression was downregulated or upregulated in both the treatment with SCH 58621 and the treatment with 2-Cl-IB-MECA. 

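Supplementary Table S1 gives the paper's fold changes for the A_2A_R antagonist, and the part of it read here lists 1180 genes with an adjusted p-value below the paper's threshold. Every gene in that part passed the threshold, and Grp and Inmt of Table 2 are not in it. The part read may thus not stand for the genes left out, and the numbers below apply to it alone. All 1180 genes were tested in the 2-Cl-IB-MECA samples. Of these, 1174 had an FDR below 0.05 with 2-Cl-IB-MECA in the direction the paper reports for the A_2A_R antagonist, with 353 upregulated and 821 downregulated. The other 6 genes changed in the same direction without passing the threshold. With the replicate number as a block, 1168 genes passed in the same direction. At least 10 counts in every sample, the alternative that moved this number most, gave 1164. Across the 1180 genes, which are not independent replicates, Pearson's r between the paper's log2 fold changes and those with 2-Cl-IB-MECA was 0.992 and Spearman's rho was 0.988. The slope of the fold changes with 2-Cl-IB-MECA on those with the A_2A_R antagonist was 0.913. The 3 control columns of Table S1 hold the same counts as the deposited control samples for all 1180 genes, so both comparisons share their controls. In 100 draws of noise alone with shared controls and genes chosen in the same way, the correlation had a median of 0.853 and reached at most 0.886. Up to 95.3% of the genes had the same direction in these draws, so the agreement in direction alone says little. Control cultures that differ from the treated cultures in more than the ligand could also give similar fold changes in both comparisons. Neither the correlation nor the slope can tell this apart from a common response to both ligands.

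**Figure D1:**
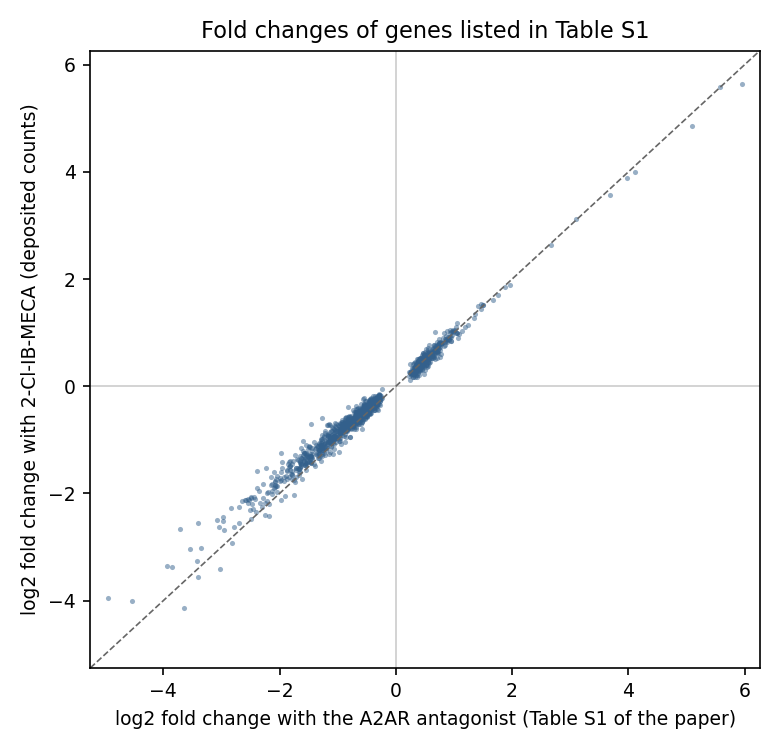
Each point is 1 of the 1180 genes read from Table S1. The horizontal axis is the paper's log2 fold change with the A_2A_R antagonist, the vertical axis is the log2 fold change with 2-Cl-IB-MECA from the deposited counts, and the dashed line marks equal values. The points follow the line in both directions (r = 0.992), and few lie near 0 because the genes were chosen by their adjusted p-value with the A_2A_R antagonist.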

We then selected those genes and the treatment whose expression in the individual combined treatment was more altered. Finally, we checked the expression of these genes with that of the combined treatment. No threshold was set in FC; the only condition was that the adjusted *p*-value be <0.05. The results appear in Table 2. 

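AC122413.1 (ENSMUSG00000116618) lies on the plus strand of chromosome 17 of GRCm38 from 6948446 to 6957196, and the deposited table lists its biotype as antisense. In the GENCODE M21 annotation its 2 exons span 667 bases, 74.2% of which lie opposite exons of the protein-coding genes Rsph3b (90 bases) and Tagap1 (405 bases) on the minus strand. The paper's text describes both directional and non-directional libraries and does not name the strand setting of the counting, so the count of AC122413.1 is uncertain. Its normalized count was 20.0 ± 5.22 (SD, n = 4) with 2-Cl-IB-MECA and 0.679 ± 0.605 (SD, n = 3) in the controls. No control sample had more than 1 read on the gene, which is under the floor of 3 counts, and against that floor the gene was at least 6.67-fold higher. The FDR of AC122413.1 was 1.26e-05 in edgeR's quasi-likelihood test, and 7.21e-05 with the replicate block. These FDR values test whether the gene changed at all, and not the size of that bound. Tagap1 itself had a log2 fold change of -0.02 (standard error 0.08, FDR 0.890 in edgeR's quasi-likelihood test). E430024P14Rik, an antisense gene on the minus strand from 7881106 to 7946426 whose transcript is 99.25% identical to that of AC122413.1 over 667 bases, had a log2 fold change of 0.54 (standard error 0.30, FDR 0.176 in edgeR's test).
Abhd1, which lies on chromosome 5 from 30950066 to 30955091 and is listed as a processed transcript, rose from 11.3 ± 6.93 (SD, n = 3) to 31.6 ± 7.71 (SD, n = 4) normalized counts. Its log2 fold change was 1.41 (standard error 0.39, FDR 0.00621 in edgeR's test), and it stayed between 1.18 and 2.07 when each sample was left out in turn. For Trim17, on chromosome 11 from 58954685 to 58973098, the log2 fold change was 0.98 (standard error 0.24, FDR 0.00305 in edgeR's test), and treated sample 4, at 46.3 normalized counts, lay apart from the other treated samples at 62.3 to 65.4. Myrip, on chromosome 9 from 120301513 to 120474841, had a log2 fold change of 0.90 (standard error 0.23, FDR 0.00416 in edgeR's test). In each of the 4 genes every treated sample was above every control sample, a separation that chance gives for 5.71% of genes in either direction.

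**Figure D2:**
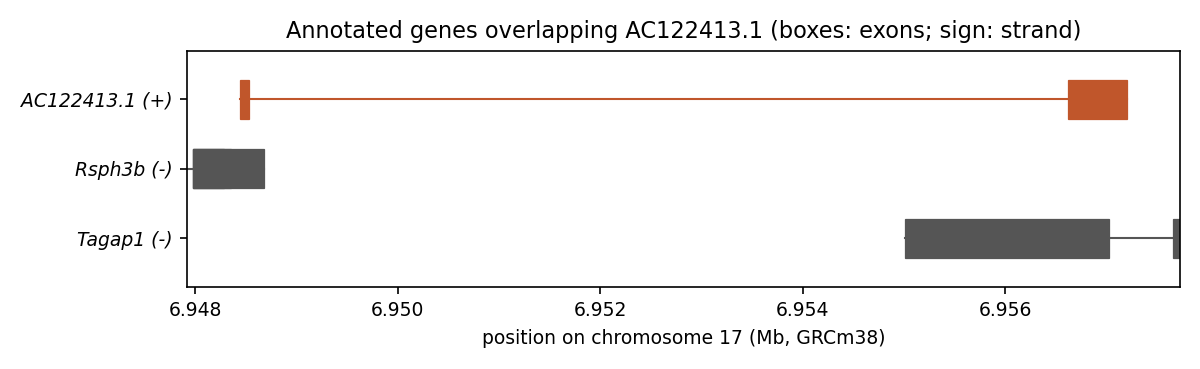
The map shows positions on chromosome 17 of GRCm38 in Mb, with the exons of each annotated gene as boxes and its strand in brackets. The exon of AC122413.1 at its right end lies largely opposite an exon of Tagap1 (405 bases), and the exon at its left end lies within an exon of Rsph3b (90 bases).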

The genes in the combined treatment that were differentially upregulated taking into account both individual treatments were AC122413.1, Abhd1, Trim17, and Myrip. The genes that in the combined treatment that were differentially downregulated taking into account both individual treatments were Olfr56, Clec1a, Grp, Inmt, Ccdc129, Kera, Aoc3, Ccl11, Small Cajal Body-Specific RNA 2 (Scarna2), Nik-Related Kinase (Nrk), Troponin I1 (Tnni1), Palmdelphin (Palmd), Apolipoprotein F (Apof), and Collagen Type VI Alpha 6 Chain (Col6a6). 

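In the samples treated with 2-Cl-IB-MECA alone, 13 of these downregulated genes passed the filter on low counts, and all 13 had an FDR below 0.05. Olfr56 apart, their log2 fold changes ranged from -1.35 for Nrk to -3.20 for Grp. In 12 of the 13 genes every treated sample lay below every control sample. Grp (chromosome 18, 65872820 to 65886579) fell from 29.5 ± 14.6 (SD, n = 3) to 3.35 ± 2.31 (SD, n = 4) normalized counts, with a standard error of 0.57 on the log2 scale and an FDR of 1.65e-04 in edgeR's quasi-likelihood test. Inmt (chromosome 6, 55170626 to 55175043) had the highest counts of the list, 492 ± 66.1 (SD, n = 3) in the controls and 58.3 ± 20.6 (SD, n = 4) with 2-Cl-IB-MECA. Its log2 fold change was -3.11 (standard error 0.24, FDR 1.17e-05 in edgeR's test), although treated sample 1, at 27.8, lay apart from the other 3 at 65.2 to 72.6. Ccl11 (chromosome 11, 82057823 to 82062955) fell from 54.1 ± 10.1 (SD, n = 3) to 17.7 ± 9.04 (SD, n = 4).
Scarna2 (chromosome 3, 108554338 to 108554751), listed as a small Cajal body RNA, was the gene whose groups overlapped. Its log2 fold change was -1.85 (standard error 0.64, FDR 0.0291 in edgeR's test), and its FDR in the same test was between 0.0504 and 0.153 in 5 of the 6 fits that left out a sample and kept the gene. Clec1a (chromosome 6, 129424772 to 129452000) did not pass the filter, at 3.11 ± 3.16 (SD, n = 4) normalized counts with 2-Cl-IB-MECA and 19.9 ± 11.6 (SD, n = 3) in the controls. Fitted without the filter, its log2 fold change was -2.71 (standard error 0.59, FDR 3.90e-05 in edgeR's test). Counting the upregulated genes as well, 17 of the 17 genes of Table 2 that were tested had an FDR below 0.05 in edgeR's test, whether it was adjusted over all genes or over the list alone, and 17 did with the replicate block. Because the paper chose the list partly on these samples, that number shows no stability. A filter that asks for at least 10 counts in every sample, the alternative that moved the number most, left 8.

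**Figure D3:**
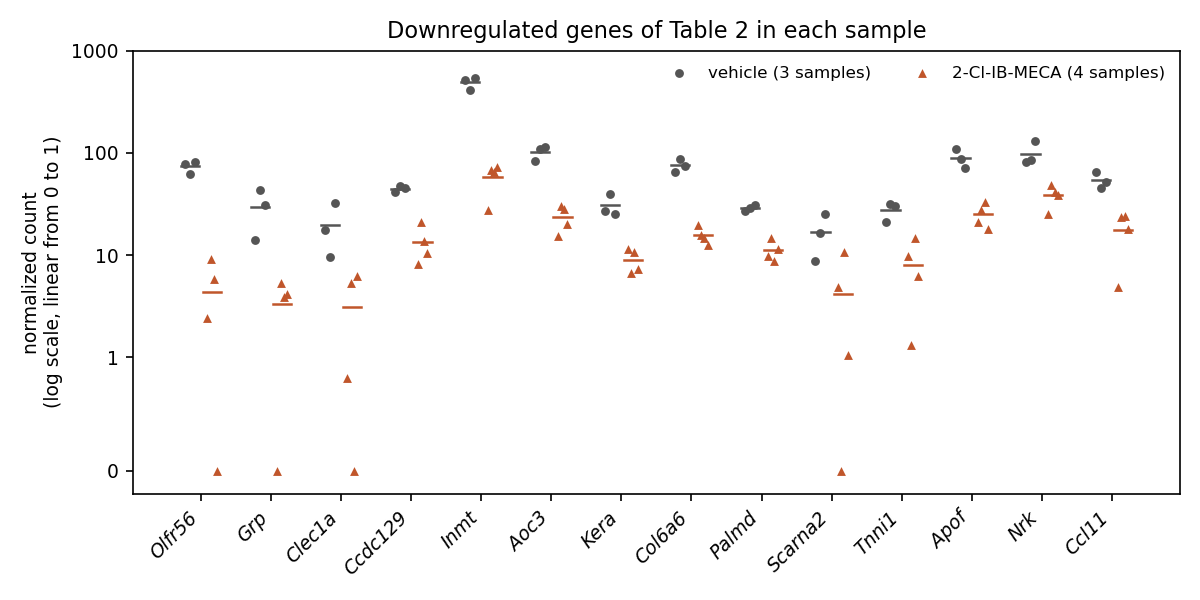
Each point is 1 sample, with 3 control samples and 4 samples treated with 2-Cl-IB-MECA per gene, and short lines mark the group means. The vertical axis is the normalized count on a log scale that is linear below 1. Scarna2 is the gene in which a treated sample lies above a control sample.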

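Olfr56 (ENSMUSG00000040328) is listed as protein-coding on the plus strand of chromosome 11 of GRCm38 from 48978889 to 49135387. This interval of 156499 bases overlaps 10 other genes of the deposited table, among them Tgtp1, Tgtp2 and Ifi47. The exons of Olfr56 cover 4537 bases in the GENCODE M21 annotation, and 111 of these (2.45%) are shared with Ifi47 on the same strand. Ifi47 had 5411 ± 289 (SD, n = 3) normalized counts in the controls. The share of bases therefore does not bound the share of reads, and the uncertainty of the Olfr56 count is not known. Reads on Olfr56 numbered 3, 7, 6 and 0 in the samples treated with 2-Cl-IB-MECA and 89, 65 and 70 in the controls. After normalization this was 4.39 ± 4.04 (SD, n = 4) against 73.9 ± 10.1 (SD, n = 3). The log2 fold change was -4.13 (standard error 0.42, FDR 1.37e-07 in edgeR's quasi-likelihood test), with a 95% confidence interval from -5.01 to -3.26. Written in the paper's form this is an FC of -17.5. The log2 fold change in the authors' deposited table is -4.16. When each sample was left out in turn, it ranged from -4.66 to -3.74, and with the replicate block it was -3.75 (FDR 6.77e-08 in edgeR's test). The treated samples sit near the floor of 3 counts, which leaves the size of the decrease less certain than its direction. Ifi47 had a log2 fold change of -0.10 (standard error 0.06, FDR 0.232 in edgeR's test). Of the other overlapping genes, Tgtp1, Tgtp2, 9930111J21Rik1, 9930111J21Rik2 and Gm12185 decreased by less than Olfr56, with log2 fold changes from -0.72 to -0.52, and Gm12188 did not change past the FDR. Olfr1396, on the minus strand, did not pass the filter on low counts, but it fell from 8.45 ± 1.93 (SD, n = 3) to 0.818 ± 1.64 (SD, n = 4) normalized counts, and 3 of the 4 treated samples held no read of it. The pseudogenes Gm12186 and Gm12187 did not pass the filter either, and the authors' deposited log2 fold changes were -1.69 and 0.52.

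**Figure D4:**
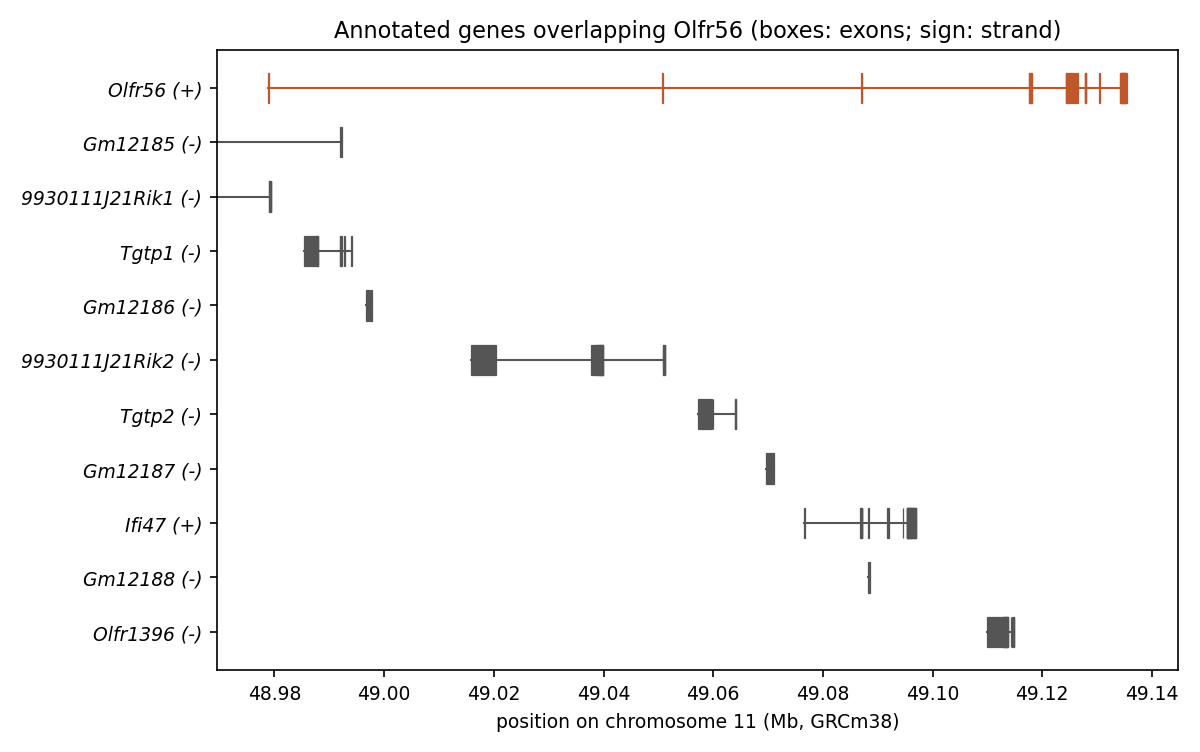
The map shows positions on chromosome 11 of GRCm38 in Mb, with the exons of each annotated gene as boxes and its strand in brackets. The interval of Olfr56 runs across 10 other genes, and 1 of its exons (111 bases) lies on an exon of Ifi47.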

There was a high decrease in gene expression of an olfactory receptor, Olf56; the decrease was 12.4-fold, 17.9-fold, and 34.5-fold in cells treated with the A_2A_R antagonist, A_3_R agonist, and both compounds, respectively (Table 2). Interestingly, these downregulated genes are uniquely related to the “amine metabolic process” GO (adjusted *p*-value: 0.0014).

## 4. Discussion

The transcriptomic data presented here confirm the expression of functional A_2A_Rs in activated microglia. The results show a large number of genes whose expression is altered by treatment with the selective A_2A_R antagonist; the number of protein-coding genes is reported to be 25,059 in the mouse genome [26]; therefore, the number of genes whose expression is significantly regulated by SCH 58621 (1597 + 444 = 2041) is approximately 8% of the total. The marked effect from A_2A_R blockade demonstrates the relevant role of adenosine in the regulation of microglial activation.

A relevant finding was that increases in gene expression occurred much less than decreases in gene expression. This is similar to what has been recently reported for activated microglia treated with an agonist of the A_3_R [23]. These results seem contradictory from a physiological point of view; in fact, adenosine would apparently act in opposite directions through A_2A_ and A_3_ receptors. 

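In the samples treated with 2-Cl-IB-MECA, 1976 of the 19388 genes tested met the criteria of an FDR below 0.05 in edgeR's quasi-likelihood test and a fold change above 1.5 in either direction. Of these, 1447 were downregulated and 529 were upregulated, so that 73.2% of the differentially expressed genes were downregulated. With the replicate number as a block there were 1915 genes, 1386 downregulated and 529 upregulated, and 1750 genes were shared by both fits in the same direction. The number depended most on how the fold change entered. Without a fold change threshold, 7080 genes passed, 3624 of them downregulated and 3456 upregulated, a nearly even split. When the fold change was tested against 1.5, 711 genes passed, 582 of them downregulated and 129 upregulated. Among protein-coding genes alone there were 969 downregulated and 358 upregulated genes. Leaving out each sample in turn gave between 1663 and 2034 genes, with 71.5% to 75.5% of them downregulated. Fibroblast markers were lower in 23 of 23 genes, with a median log2 fold change of -1.38 (camera, adjusted p = 0.0581). A lower share of fibroblast RNA in the treated cultures can therefore be neither accepted nor excluded as a part of this excess.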

The contradiction is not such in cells, such as microglia, that express heteromers of the A_2A_-A_3_ receptor, because A_3_R-mediated signaling is blunted unless an A_2A_R antagonist is present, i.e., those A_3_Rs that are interacting with A_2A_Rs are unable to signal. Actually, this study was undertaken with the hypothesis that A_2A_R antagonists would enhance in activated microglia the action of A_3_R agonists.

The tendency to downregulate rather than upregulate gene transcription suggests that the resulting phenotype reduces the burden associated with maintaining a high degree of gene expression. Transcription factors whose gene expression is regulated by SCH 58621 in activated microglia (Figure 2, Table 1) are involved in almost any cellular event. Gene ontology enrichment analysis shows that regulation of gene expression occurs for several processes, those that are more transversally occurring across cell types and those that are more specific for microglia. The analysis confirmed that several differentially expressed genes participate directly or indirectly in inflammatory processes (Figure 2). The complex set of connections in the immunological/inflammatory GO picture was also found in the co-treatment with the A_3_R agonist and the A_2A_R antagonist (Figure 5).

Despite genes for two M2 biomarkers, PPAR-γ and SOCS3, being upregulated in both treatment with A_2A_R antagonist and combined treatment, the results presented here do not provide any indication that pharmacological manipulation of A_2A_ or A_3_ receptors may lead to M2 polarization, at least using the biomarkers that have been proposed to date. However, strong data on the neuroprotective effect of A_2A_R blockade or A_3_R activation in the scientific literature suggest that there must be M2 biomarkers that have yet to be discovered. Similarly, there is no specific trend regarding M1 biomarkers either using individual or combined treatments. 

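After treatment with 2-Cl-IB-MECA alone, 13 of the 14 genes of the M2 biomarkers in Figures 4 and 6 passed the filter on low counts. The increases past an FDR of 0.05 were those of Pparg, Socs3 and Scarb1. Pparg (chromosome 6, 115360951 to 115490399) rose from 21.0 ± 1.79 (SD, n = 3) to 38.7 ± 7.23 (SD, n = 4) normalized counts. Its log2 fold change was 0.86 (standard error 0.29, FDR 0.0228 in edgeR's quasi-likelihood test), and its FDR in the same test was between 0.0615 and 0.0682 in 3 of the 7 fits that left out a sample. Socs3 (chromosome 11, 117966079 to 117970047) had a smaller increase with less error, 0.25 on the log2 scale (standard error 0.04, FDR 3.32e-05 in edgeR's test), and that of Scarb1 was 0.23.
Decreases past the threshold were found for 6 genes. The log2 fold changes were -1.24 for Arg1, -1.24 for Mrc1, -1.15 for Csf3, -0.77 for Ptgs2, -0.66 for Igf1 and -0.49 for Tgfb1. In each of them every treated sample was below every control sample. Arg1 (chromosome 10, 24915221 to 24927484) fell from 7404 ± 596 (SD, n = 3) to 3140 ± 816 (SD, n = 4) normalized counts, with an FDR of 0.00989 in edgeR's test. Past a fold change of 1.5 there were 1 upregulated gene and 5 downregulated genes. Ccl22 (0.68, standard error 0.34, FDR 0.154), Cxcl13, Il1rn and Msr1 did not pass the FDR in edgeR's test. Msr1 (-0.16, FDR 0.0998 in edgeR's test) did so with the replicate block (-0.11, FDR 0.0190). Cd163 did not pass the filter, at 3.31 ± 2.56 (SD, n = 4) normalized counts with 2-Cl-IB-MECA and 11.3 ± 3.24 (SD, n = 3) in the controls. Without the filter its log2 fold change was -1.67 (standard error 0.66, FDR 0.0470 in edgeR's test), which would be the largest decrease of the list, whereas with DESeq2's Wald test the adjusted p-value was 0.0935.

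**Figure D5:**
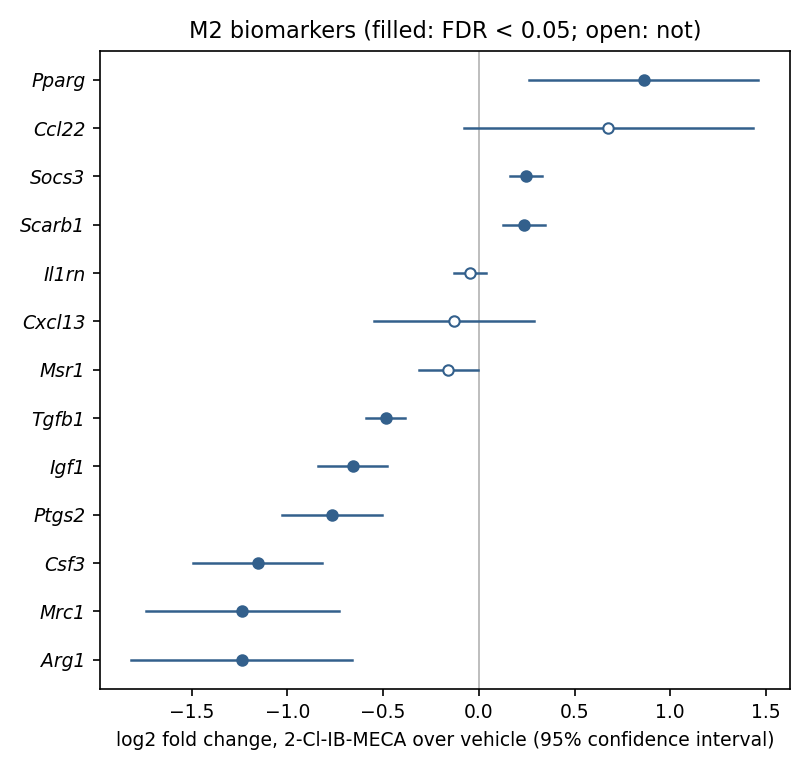
Points are the log2 fold changes of the M2 biomarkers with 2-Cl-IB-MECA over vehicle (4 and 3 samples), bars are 95% confidence intervals, and filled points have an FDR below 0.05. The filled points comprise 3 increases and 6 decreases.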

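Among the M1 biomarkers of Figures 4 and 6, 17 of 18 genes were tested in the samples treated with 2-Cl-IB-MECA. Of these, 6 increased, 4 decreased and 7 did not pass an FDR of 0.05. The largest increase was that of Cxcl11 (chromosome 5, 92359544 to 92365485), a gene listed as a polymorphic pseudogene, from 5179 ± 138 (SD, n = 3) to 11085 ± 735 (SD, n = 4) normalized counts. Its log2 fold change was 1.10 (standard error 0.04, FDR 1.94e-12 in edgeR's quasi-likelihood test). Il12b followed with 0.76 (standard error 0.19, FDR 0.00292 in edgeR's test). The increases of Cxcl1 (0.54), Fcgr2b (0.40), Cd86 (0.27) and Cxcl10 (0.22) were smaller. The largest decrease was that of Ccl11, with a log2 fold change of -1.66 (standard error 0.36, FDR 0.00106 in edgeR's test), followed by Cd36 with -1.19, Ccl20 with -0.58 and Ccl8 with -0.29. A fold change above 1.5 was reached by 2 upregulated genes, Cxcl11 and Il12b, and 2 downregulated genes, Ccl11 and Cd36. Il12a, Cxcl9, Il1b, Cxcl13, Ccl5, Tnf and Il17rb had an FDR above 0.05 in edgeR's test. With the replicate block, Il1b (0.14, FDR 0.00213 in edgeR's test) and Tnf (-0.23, FDR 3.14e-04 in edgeR's test) passed. Il2 did not pass the filter, with 1.40 ± 1.88 (SD, n = 4) normalized counts with 2-Cl-IB-MECA and 0.773 ± 1.34 (SD, n = 3) in the controls. Over the M1 and M2 lists together, 19 of 29 genes had an FDR below 0.05 in edgeR's test, whether it was adjusted over all genes or over the list alone, and 22 did with the replicate block. According to their legends, Figures 4 and 6 show only genes past that threshold, and those comparisons share these controls. A high number was therefore favoured in advance and is no independent evidence of a response. The paper, which shows increases and decreases within both lists for the A_2A_R antagonist and the combined treatment, reasons that there was no trend in the M1 markers with individual or combined treatments and that M1 and M2 markers may not define the actual phenotypes well.

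**Figure D6:**
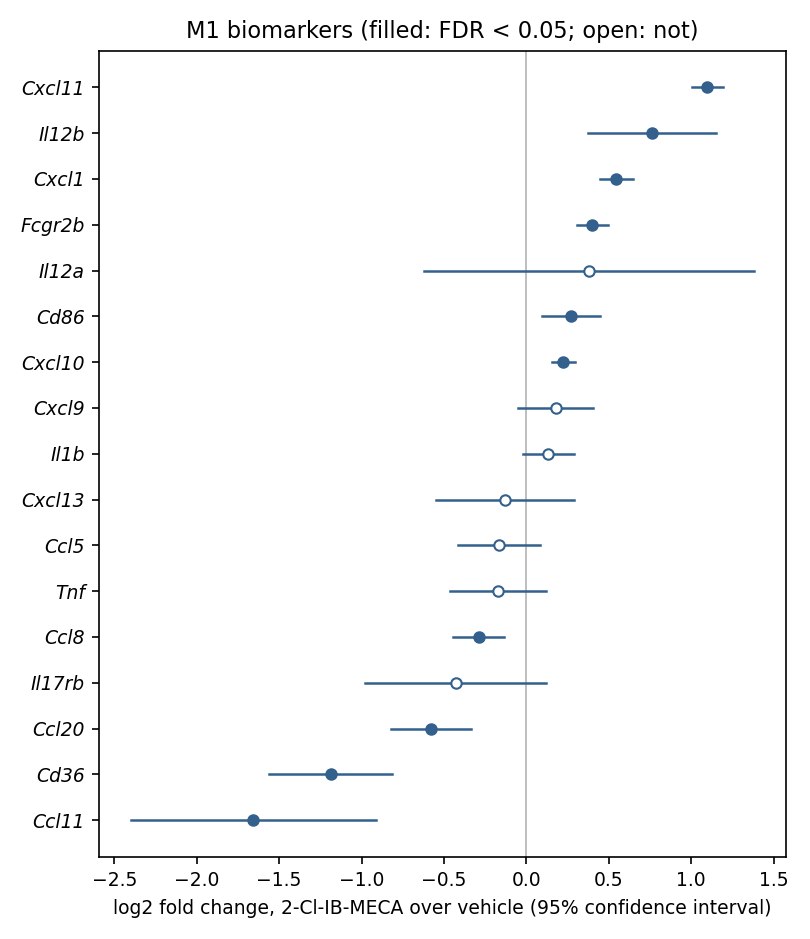
Points are the log2 fold changes of the M1 biomarkers with 2-Cl-IB-MECA over vehicle (4 and 3 samples), bars are 95% confidence intervals, and filled points have an FDR below 0.05. Cxcl11 and Ccl11 lie at the ends, with 6 increases and 4 decreases among the filled points.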

The actual phenotypes may not be well defined based on M1/M2 markers; this would be consistent with the idea that there are microglial intermediate phenotypes [4,6]. As earlier mentioned, it is likely that milder activation protocols would better reflect the reality of in vivo neuroinflammation occurring in patients with neurodegenerative disease, stroke, etc. Our data provide evidence that A_2A_R antagonists and A_3_R agonists can lead to the neuroprotective phenotype, although commonly used biomarkers indicate otherwise. It is likely that it will be necessary to search for new markers of the microglial neuroprotective phenotype. Some of them may be among those featured in the present transcriptomic study.

The gene coding for SMAD3, a transcription factor, was one of the few that were found upregulated upon A_2A_R antagonist treatment. Also notable was the upregulation of NFKB1, the gene encoding another transcription factor, Nfkb1. Both transcription factors regulate transforming growth factor-β (TGF-β) expression and/or TGF-β signaling in diverse types of cells [27,28,29,30,31]. SMAD3 and Nfkb1 appear as multi-connected nodes when the results are rendered with the STRING tool. Despite the fact that SMAD3 has not been, to the best of our knowledge, fully characterized in activated microglia, recent results show that overexpressing the protein (upon transfection) decreases the level of IL-6 and tumor necrosis factor-alpha in microglial BV2 cells [32]. It would be relevant to confirm whether SMAD3 is a biomarker of microglial polarization and define its proinflammatory or neuroprotective role in primary cells activated in physiological-like conditions. Nfkb1 is less attractive, as it is involved in several processes in several cell types (see [33,34,35] for recent reviews).

Other nodes in the STRING enrichment analysis were Sp1, Ets1, Ep300, and Srf; all are related to inflammation linked to neurodegeneration. They could be important to better define the therapeutic effect of A_2A_R antagonists in PD and the potential in the therapy of other neurodegenerative diseases. Sp1 is upregulated in AD mice models [36], and its downregulation in microglia treated with the A_2A_R antagonist could elicit neuroprotective actions. Interestingly, gene polymorphism in the Sp1 gene has been related to the increased risk of developing AD [37]. Ets1 has been also proposed as a therapeutic target to combat diseases associated with neuroinflammatory events [38,39]. Being involved in ROS production [40], the downregulation of this transcription factor could explain, at least in part, the therapeutic effects observed by A_2A_R antagonists in PD. On the other hand, it has been described that Ets1 is targeted by ubiquitination and that its reduction can suppress neuroinflammation [41]

Regarding the Ep300 transcription factor, its downregulation has been proposed as part of the neuropathic pain in rat models [42]. Early microarray correlation studies in the hippocampus of AD patients reported EP300 as an upregulated incipient AD-related gene [43]. The gene codes for Ep300, a cofactor of Creb, whose relevance in both AD and neuroinflammation is known. The Srf transcription factor, which has been linked to inflammation and neurodegeneration in models of epilepsy, is upregulated after an inflammatory stimulus [44,45]. Taking these results into account, the downregulation reported here for gene expression of these transcription factors is consistent with an anti-inflammatory effect of A_2A_R antagonists.

Comparison of the data of single versus double treatment led to interesting findings that are summarized in Table 2. Assuming the hypothesis that both A_2A_R antagonists and A_3_R agonists are neuroprotective and the hypothesis that the combined treatment may have a stronger neuroprotective effect, Table 2 highlights AC122413.1 and Olfr56 as the genes that are more upregulated and downregulated, respectively. Consequently, olfactory receptor 56 could be negatively correlated with the microglial neuroprotective phenotype; in this sense, it would be an inverse marker of neuroprotective microglia. Although the receptor has not been studied in microglia, the interpretation of our result would be in agreement with genome-wide profiling that identifies Olfr56 as a gene that is upregulated (>5-fold induction) in splenic myeloid cells treated with LPS [46]. The AC122413.1 gene becomes very attractive due to the magnitude of its upregulation, >34-fold induction in the combination treatment, and because it encodes a protein that has not been characterized in microglia but in T-cells, T-cell lymphomas, and other cell-related tumor immunity [47,48]. AC122413.1 encodes the T-cell activation GTPase-activating protein 1, which is orthologous to human T-cell activation Rho-GTPase-activating protein (TAGAP). In our opinion, the interest in the possibility that T-cell activation GTPase-activating protein 1 is a marker of neuroprotective microglia is reinforced by the fact that Rho-GTPases are key in numerous cell polarization events. In conclusion, we suggest that the combined evaluation of the expression of Olfr56 and AC122413.1 under conditions of neuroinflammation and neuroprotection would be key to confirming whether or not the protein products of these two genes may be biomarkers for microglial polarization. The severe downregulation of the gene for CCL11, when cells were activated with the two adenosine receptor ligands, should be highlighted. On the one hand, the CCL11 chemokine has been proposed to prevent neurodegeneration [49,50]. On the other hand, excitotoxic neuronal death may be enhanced by CCL11 increasing oxidative stress [51].

A limitation of the study is derived from the assay conditions. One specific issue is the commonly used 48 h activation with LPS and IFN-γ. This robust activation may not reflect actual pathophysiological conditions. It is evident that the presence of serum in cell growth media affects transcription, but the methods of in vitro activation of primary microglia, include serum in the culture medium [52]; therefore, the serum was maintained in all the experimental conditions (control and treatments). Another limitation comes from the fact that the effect of GPCRs is usually studied over short times assuming acute responses. This procedure is very useful, but it ignores the long-term effects that could occur and that depend on the regulation of gene expression. Chronic exposure to drugs that could be useful in neurodegenerative (chronic) diseases is surely affecting gene expression in neurons and microglial cells. A major challenge is how to optimize treatments in primary cultures in terms of concentration of ligands, which can be degraded, and in terms of treatment time because several hours are needed to allow activation of transcription factors and the transcription of up/down-regulated genes. 

In summary, we had to decide the concentrations and timing in the context of microglial activation that is usually triggered by LPS and IFN-γ and lasts for 48 h. Finally, we had to decide the conditions for the treatments with two receptor ligands plus the combination of the two. To mimic the effect of the continuous presence of endogenous adenosine under physiological conditions, we added compounds to cells up to 3 times and waited 8 h between each dose to allow time for gene regulation events to occur. To fully assess the potential to skew activated microglia towards the neuroprotective phenotype, it would be needed to try different doses and find the right time to act, neither too soon nor too late. We consider that it does not make sense to repeat the RNAseq studies in a host of different conditions, that is, we think that despite the limitations, our study is useful to question the validity of the current markers of microglial polarization and encourage research on how olfactory receptor 56 and T-cell activation GTPase 1-activating protein could be involved in the pathophysiology of diseases affecting the CNS. In our opinion, one of the needs arises from another limitation of RNAseq studies, that is, if changes in mRNA expression correlate and translate into changes at the level of protein expression.

## Figures and Tables

**Figure 1:**
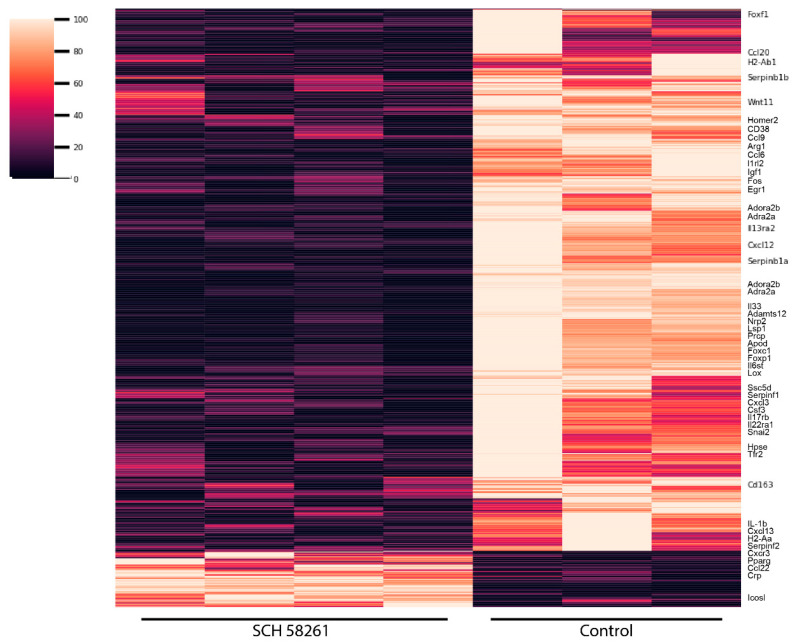
Heatmap of the differentially expressed genes. Only the names of genes related to inflammatory events and cytokine signaling are shown. Heatmaps show only those genes that, when comparing control and antagonist treatment, met the criteria: FC > |1.5| and FDR < 0.05. Lighter colors indicate upregulated gene expression and darker colors indicate downregulated gene expression. Replicates numbered three for vehicle-treated cells and four for receptor ligand-treated cells.

**Figure 2:**
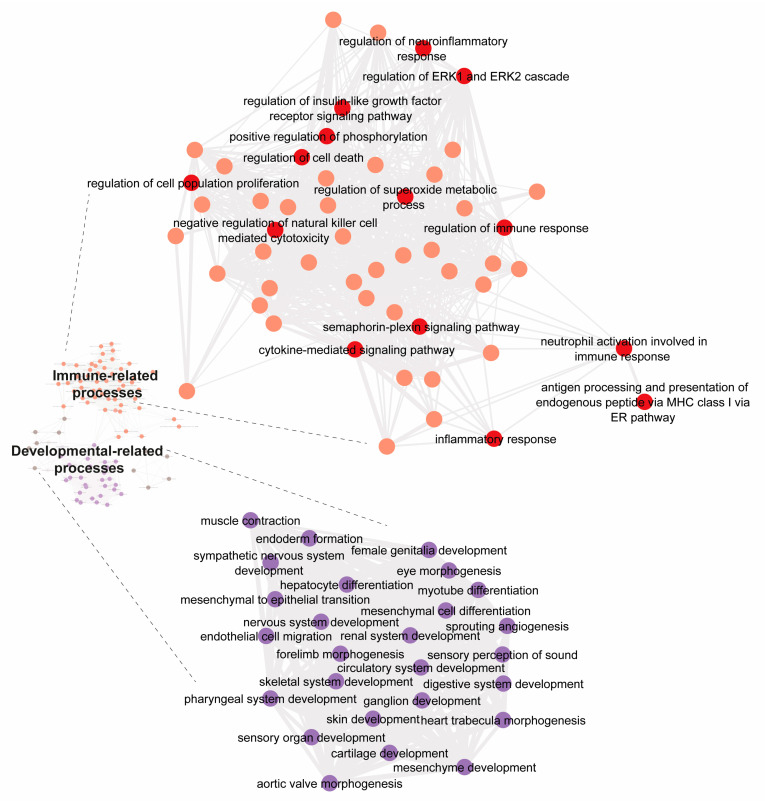
Gene ontology enrichment analysis on the set of transcription factor genes whose expression decreases upon treatment with SCH 58261. Enrichment analysis for genes (for transcription factors) downregulated upon treatment with 200 nM SCH 58261. The two main clusters are highlighted. A more detailed version may be found in Supplementary Figure S1.

**Figure 3:**
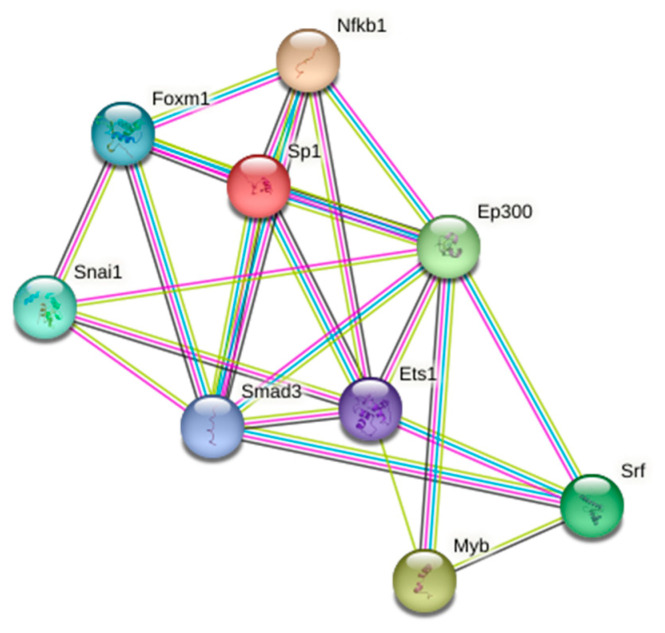
STRING analysis of interactions considering the product of genes whose expression decreases upon A_2A_R antagonist treatment. The colors of the edges represent the following approaches to finding associations: experimentally determined (magenta), gene co-occurrence (blue), co-expression (black) or text mining (lime). Ep300: E1A-binding protein p300; Ets1: ETS proto-oncogene 1; Foxm1: forkhead box protein M1; Myb: myeloblastosis family of transcription factors; Nfkb1: Nuclear factor kappa B Subunit 1; Smad3: SMAD family member 3; Snai1: snail family transcriptional repressor 1; Sp1: specificity protein 1 transcription factor, and Srf: serum response factor.

**Figure 4:**
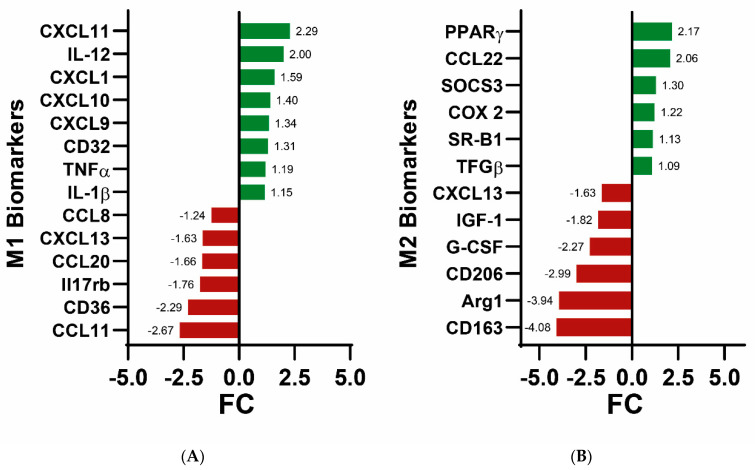
Histogram showing the microglial-phenotype-related biomarkers comparing data obtained in the absence and presence of the A_2A_R antagonist. (**A**) degree of variation (FC) of genes for M1 biomarkers. (**B**) degree of variation (Fold Change; positive if upregulated and negative if downregulated) of genes for M2 biomarkers. Increases in expression due to agonist treatment are in green and decreases are in red. For all these data the FDR was <0.05, that is, genes whose expression was not significantly altered upon A_3_R treatment are not shown. Only genes relevant to M1/M2 polarization are shown.

**Figure 5:**
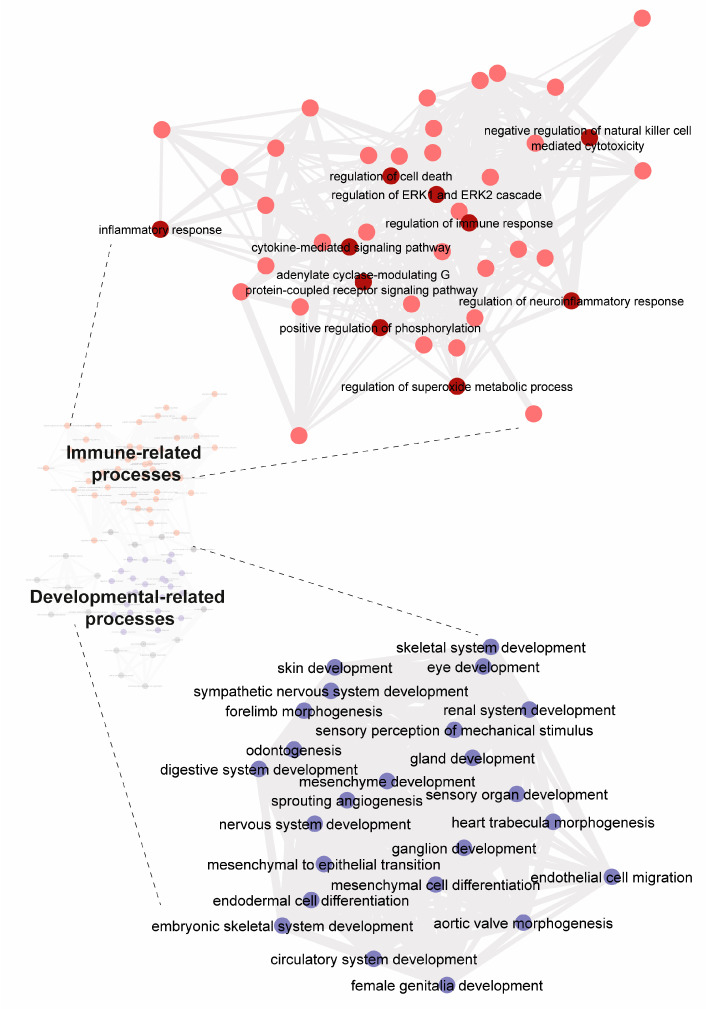
Gene ontology enrichment analysis on the set of transcription factor genes whose expression decreases upon treatment with SCH 58261 and 2-Cl-IB-MECA. Enrichment analysis for genes downregulated upon treatment with 200 nM SCH 58261 and 200 nM 2-Cl-IB-MECA. The two main clusters are highlighted. A more detailed version may be found in Supplementary Figure S2.

**Figure 6:**
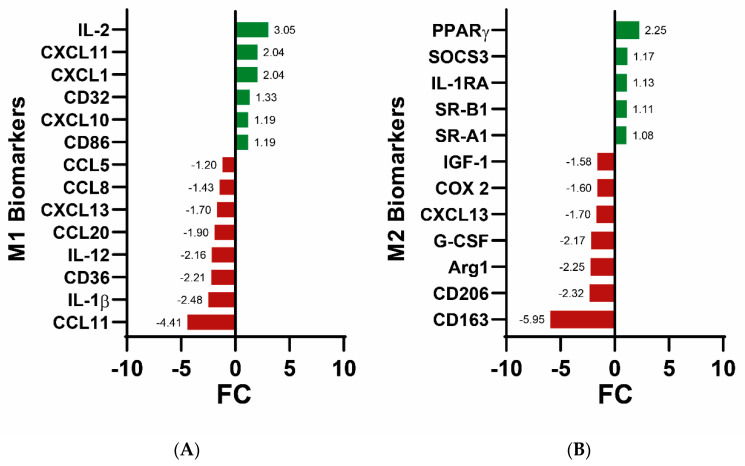
Histogram showing the microglial phenotype-related biomarkers comparing data obtained in the absence and presence of the A_3_R agonist and the A_2A_R antagonist. (**A**) degree of variation (FoldChange-FC-; FC positive if upregulated and negative if downregulated) of genes for M1 biomarkers. (**B**) degree of variation (FoldChange) of genes for M2 biomarkers. Increases in expression due to agonist treatment are in green and decreases are in red. For all these data the FDR was <0.05, that is, genes whose expression was not significantly altered upon A_3_R treatment are not shown. Only genes relevant to M1/M2 polarization are shown.

**Table 1:** Genes coding for transcription factors whose expression is decreased in cells treated with the A_2A_R antagonist but that are overrepresented after data analysis.

Transcription Factor	Adjusted *p*-Value ^a^	Odds Ratio	Combined Score ^b^
SMAD3	4.67 × 10^−3^	4.7	51.69
ETS1	1.32 × 10^−2^	3.65	32.03
SNAI1	1.92 × 10^−2^	5.27	43.28
SRF	2.15 × 10^−2^	6.83	53.33
SP1	2.15 × 10^−2^	1.93	15.34
EP300	2.87 × 10^−2^	3.25	23.67
NFKB1	4.06 × 10^−2^	2	13.68
MYB	4.86 × 10^−2^	6.38	42.01
FOXM1	4.86 × 10^−2^	5.12	33.32

^a^ Only those with adjusted *p* < 0.05 were considered. ^b^ The combined score is computed by taking the log of the *p*-value from the Fisher exact test and multiplying that by the Z-score of the deviation from the expected rank.

**Table 2:** Genes selected for additive/synergistic effects in the dual treatment.

Gene ID	Gene Name	FC ^a^ A_2A_R Antagonist	FC ^a^ A_3_R Agonist	FC ^a^ Dual Treatment	Ratio ^b^
**Upregulated (FC > 0)**					
ENSMUSG00000116618	AC122413.1	25.51	30.33	34.73	1.15
ENSMUSG00000006638	Abhd1	2.34	2.72	3.63	1.33
ENSMUSG00000036964	Trim17	1.92	1.97	2.31	1.17
ENSMUSG00000041794	Myrip	1.71	1.88	2.13	1.13
**Downregulated (FC < 0)**					
ENSMUSG00000040328	Olfr56	−12.43	−17.88	−34.54	1.93
ENSMUSG00000024517	Grp	−12.84	−9.29	−21.94	1.71
ENSMUSG00000033082	Clec1a	−5.98	−6.70	−12.03	1.79
ENSMUSG00000037973	Ccdc129	−6.40	−3.41	−9.73	1.52
ENSMUSG00000003477	Inmt	−5.90	−8.48	−13.18	1.55
ENSMUSG00000019326	Aoc3	−6.24	−4.41	−8.17	1.31
ENSMUSG00000019932	Kera	−5.75	−3.34	−7.61	1.32
ENSMUSG00000043719	Col6a6	−4.55	−4.78	−6.38	1.33
ENSMUSG00000033377	Palmd	−3.18	−2.63	−4.34	1.37
ENSMUSG00000088185	Scarna2	−2.96	−3.86	−6.88	1.78
ENSMUSG00000026418	Tnni1	−2.94	−3.32	−5.52	1.66
ENSMUSG00000047631	Apof	−2.92	−3.62	−4.83	1.34
ENSMUSG00000052854	Nrk	−2.90	−2.55	−5.10	1.76
ENSMUSG00000020676	Ccl11	−2.67	−3.11	−4.41	1.42

^a^ FC values for the three conditions are indicated: positive if upregulated and negative if downregulated; the reference value for each gene is the expression in microglia that were activated with LPS-IFN-γ but were not treated with adenosine receptor ligands. ^b^ Ratio: value obtained by dividing the FC of the dual treatment by the FC of the individual treatment with the greatest variation; for example, the AC122413.1 ratio, 1.15, results from dividing 34.73 by 30.33.

## Data Availability

Transcriptomics data resulting from this study are loaded into Gene Expression Omnibus database, accession number: GSE222696; data will become public upon paper acceptance. All data used for analysis appear in Supplementary Tables S1 and S2.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells12182213/s1.

# Supplementary material for: Differential Gene Expression in Activated Microglia Treated with Adenosine A2A Receptor Antagonists Highlights Olfactory Receptor 56 and T-Cell Activation GTPase-Activating Protein 1 as Potential Biomarkers of the Polarization of Activated Microglia
**Source:** Cells. 2023 Sep 5;12(18):2213. doi: 10.3390/cells12182213
**Supplement:** Supplementary file 1

**Supplementary material.**

**Supplementary Figures S1 and S2**

**Differential Gene Expression in Activated Microglia Treated with Adenosine A<sub>2A</sub> Receptor Antagonists highlights Olfactory Receptor 56 and T-Cell Activation GTPase-Activating Protein 1 as potential Biomarkers of the Polarization of Activated Microglia**

Alejandro Lillo, Joan Serrano-Marín, Jaume Lillo, Iu Raïch, Gemma Navarro and Rafael Franco

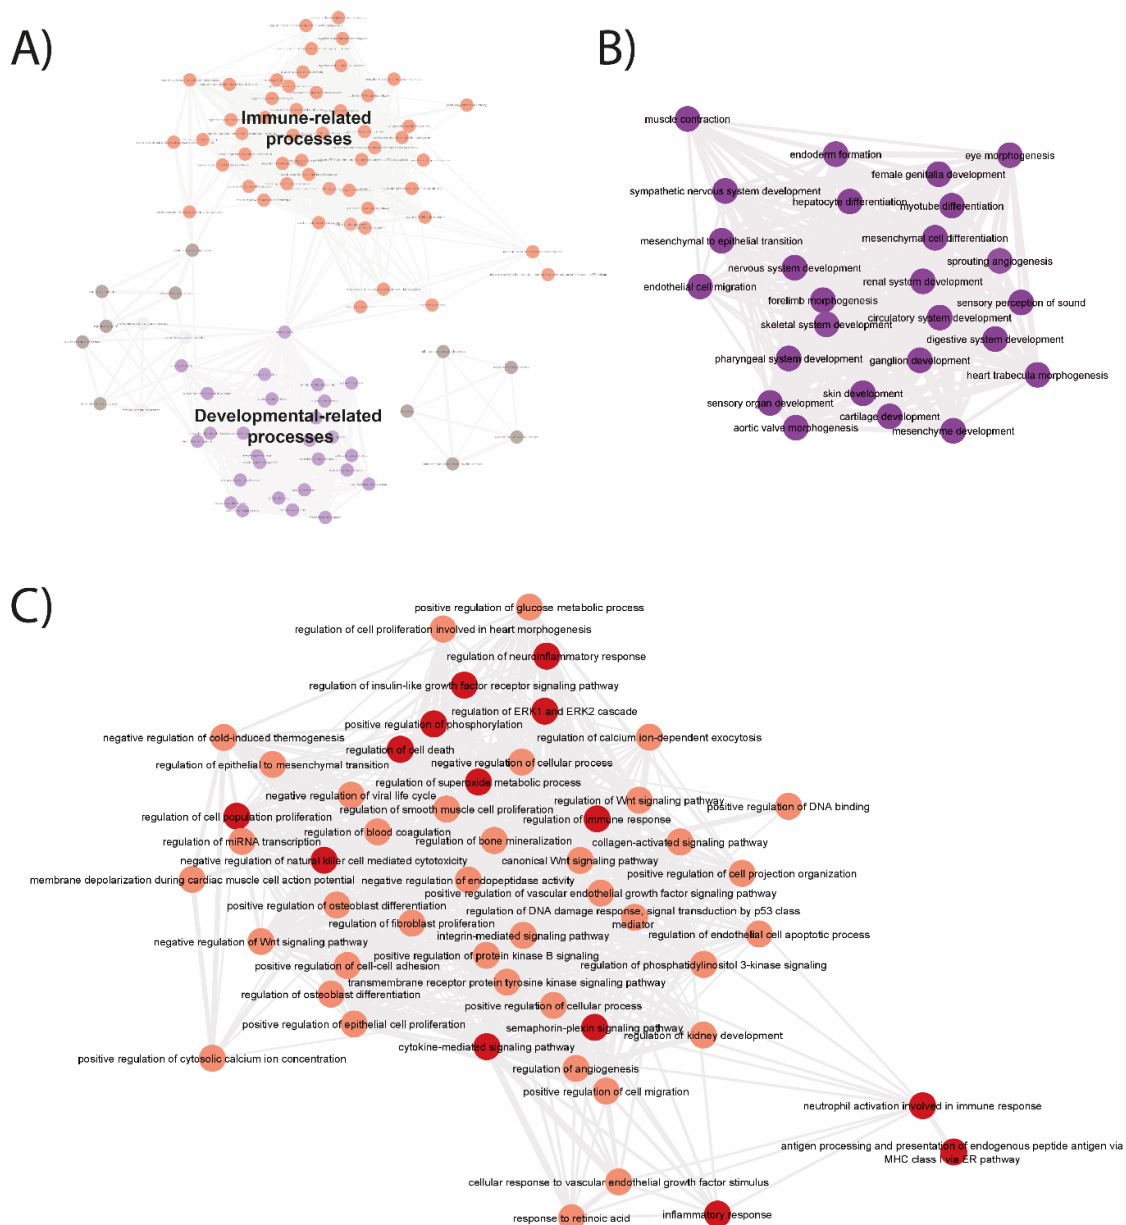

**Figure S1.** This is the detail of Figure 2 in the paper. Gene ontology enrichment analysis on the set of transcription factor genes whose expression decreases upon treatment with SCH 58261. **(A)** Enrichment analysis for genes (for transcription factors) downregulated upon treatment with 200 nM SCH 58261. **(B)** Developmental-related events in which the genes that downregulated upon A<sub>2A</sub>R antagonist treatment are involved. **(C)** Immune-related and inflammation-related events in which the genes that downregulated upon A<sub>2A</sub>R antagonist treatment are involved; dark red indicates direct involvement; light red indicates indirect involvement.

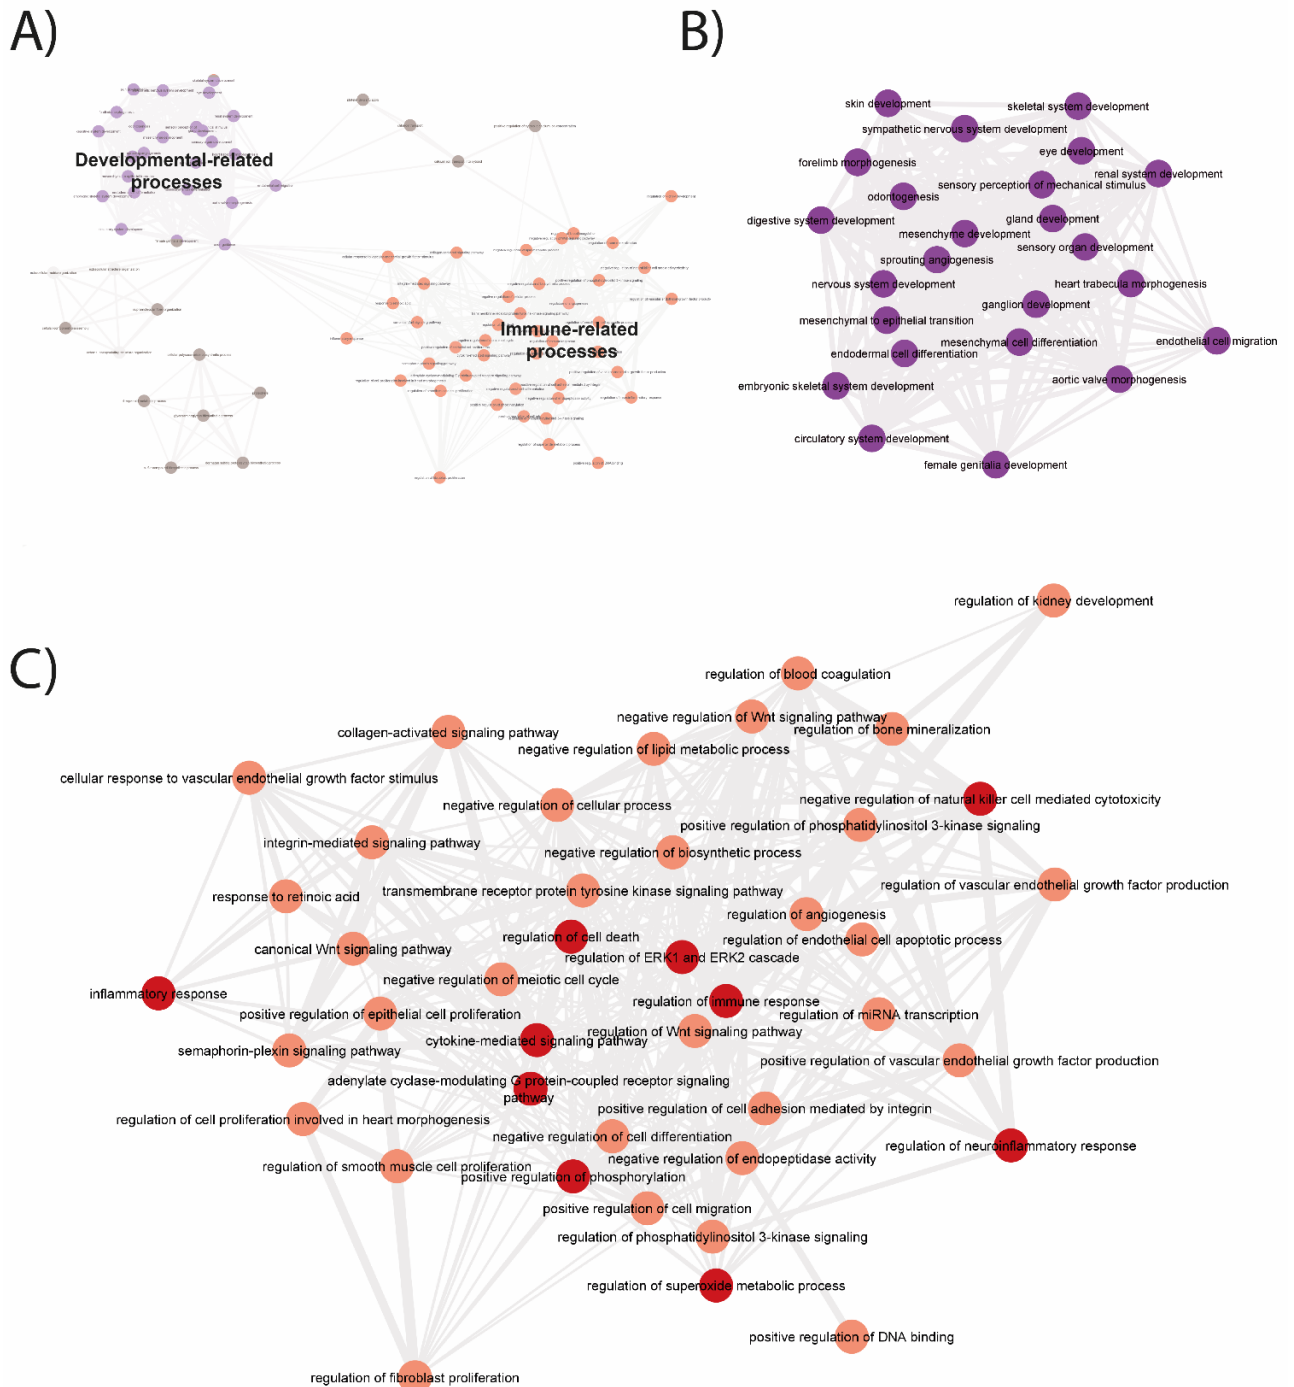

**Figure S2.** This is the detail of Figure 5 in the paper. Gene ontology enrichment analysis on the set of transcription factor genes whose expression decreases upon treatment with SCH 58261 and 2-Cl-IB-MECA. (A) Enrichment analysis for genes downregulated upon treatment with 200 nM SCH 58261 and 200 nM 2-Cl-IB-MECA. (B) Developmental-related events in which the genes that downregulated upon treatment with SCH 58261 and 2-Cl-IB-MECA are involved. (C) Immune-related and inflammation-related events in which the genes that are downregulated upon treatment with SCH 58261 and 2-Cl-IB-MECA participate; dark red indicates direct involvement in immune system-related processes; light red indicates indirect involvement in immune system-related processes.

How the deposited data were processed for this re-analysis (not part of the article)

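RNA from primary cultures of mouse microglia activated with LPS and IFN-γ was sequenced in 4 samples treated with 200 nM 2-Cl-IB-MECA and 3 control samples. Reads were trimmed by the authors, aligned with Hisat2 (version 2.0.5) to an Ensembl mouse genome and assigned to genes with featureCounts, and the authors deposited the resulting counts of reads per gene without normalization. The deposited signal columns are these counts divided by 1 size factor per library, and the factors equal those that DESeq2 gives from the counts. The authors also deposited the log2 fold change of each gene and its p-value and adjusted p-value, computed with DESeq2 (version 1.20.0). The deposited table holds 31656 genes, none with fewer than 2 counts in total. Of their identifiers, 31642 are in the GENCODE M21 annotation of GRCm38, 30827 with identical coordinates, so exons and transcripts were taken from that annotation. The release of Ensembl is not named in the paper's text. Another 7 columns of FPKM values per sample were not used.

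From the counts, genes were filtered with edgeR's filterByExpr (edgeR version 4.0.16, R version 4.3.3), which left 19388 genes. Libraries were scaled by TMM, and the groups were compared with edgeR's robust quasi-likelihood test and Benjamini-Hochberg adjustment. Differentially expressed genes had an FDR below 0.05 and a fold change above 1.5 in either direction, as in the paper's Methodology, and for the genes of Table 2 and the biomarkers the FDR alone was used, as the paper states for Table 2. Standard errors are the log2 fold change divided by the square root of the F statistic. Confidence intervals are at 95%. Totals of 33388343 to 53694065 counts per library gave a common biological coefficient of variation of 5.32% between replicates. A gene at or under 3 counts in every library of a group was treated as at the floor, and the fold change was then given as a lower bound. Sets of marker genes for 6 cell types, written down before the data were examined, were tested with camera from limma (version 3.58.1), with the correlation between genes estimated from the data.

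The procedure was tested on simulated counts drawn from the means and library sizes of the real samples, with 200 of 19034 genes changed in each of 10 draws. On average 89.8% of the changed genes were called, 100% of them with the right sign, and 7.90% of the calls were unchanged genes, which is above the nominal rate of 5 percent. With no gene changed, at most 3 genes were called in a draw. Camera gave a p-value below 0.05 before adjustment for a lowered set in 10 of 10 draws. The marker sets were judged on the adjusted p-value, for which the simulation holds no test.

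The genes named in the text were fixed by a rule before the data were examined. They are the genes of Table 2 and of Figures 4 and 6, the adenosine receptors, genes sharing sequence with AC122413.1 or position with it or Olfr56, genes of the sex chromosomes and of substrains, and the 5 protein-coding genes with the largest change in each direction among those called, with no overlap of the groups and a mean normalized count of at least 50. The copies of Rpl26 were added after its values were seen. Near-identical transcripts were found by BLAST of the annotated transcripts, with at least 95% identity over at least 200 bases. This search covered AC122413.1 and the 5 genes with the largest increases, and it did not cover Olfr56.

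The pairing of samples comes from the replicate numbers in the sample labels. Numbers 1 to 3 occur in both groups, and treated sample 4 had its own level in the fit with the replicate block. Alternatives set before the data were examined were RLE, upper-quartile and total-count scaling, no filter or a filter of at least 10 counts in every library, the replicate block, DESeq2's Wald test (version 1.42.0), leaving out each sample in turn, and for the number of differentially expressed genes protein-coding genes alone, no fold change threshold, a test against a fold change of 1.5 and an FDR of 0.01. Samples treated with the A_2A_R antagonist, alone or with 2-Cl-IB-MECA, were not analysed here, and the fold changes for the A_2A_R antagonist are those of the parts of Supplementary Tables S1 and S2 that were read.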

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

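The tests of reads shared with copies for Rpl26, Gm11127 and Gm21188, the tests of distance on the chromosomes, the count of samples at both ends of library depth, and the requirement that a gene's rise be large enough to show in the sum of its family were chosen after the results were seen.

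For 5 of 84 groups of treated samples examined, 1 sample lay far from the other 3, where chance gives 4.2. The gap to the nearest sample, divided by the range of the group, was 0.835 for Trim17 (treated sample 4 low), 0.834 for Inmt (sample 1 low), 0.881 for Xist (sample 1 high), 0.880 for Eif2s3y (sample 2 high) and 0.845 for Wdfy1 (sample 2 high). Olfr1396, which did not pass the filter on low counts, is not among the 5. Its ratio was 1, as sample 1 held 4 reads and the others 0. The sample apart was number 2, the one with the lowest total count (33388343), in 2 of the 5 genes, and number 1, the one with the highest (53694065), in 2 others. Every group has a deepest and a shallowest sample, so this count cannot decide whether library depth played a part. A different mix of sexes in a culture would move Xist and Eif2s3y in the same sample and in opposite directions. The sample apart was number 1 for Xist, at 29743 normalized counts against 27471 to 27741, and number 2 for Eif2s3y, at 1133 against 912 to 939. The design gives no condition that differs within the treated group, so no biological explanation other than the mix of sexes was tested. The number of such genes is close to that expected by chance.

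The protein-coding genes with the largest increases under the rule for named genes were ones the paper does not discuss. Ano2 had a log2 fold change of 5.64 (2.69 ± 2.90 normalized counts in the controls, SD, n = 3, and 137 ± 16.9 with 2-Cl-IB-MECA, SD, n = 4), Gm11127 of 4.85, Gm21188 of 4.00, Rpl26 of 3.56 and Lama3 of 1.94. In each, all 4 treated samples were above all 3 controls. Of the 5 genes, 4 are in the part of Supplementary Table S1 that was read, with the same sign for the A_2A_R antagonist. No transcript of another gene matched Ano2 or Lama3 closely, and reads shared with copies therefore leave their fold changes of 51.0 and 3.88 in place. The controls held only 0, 6 and 2 reads of Ano2. Its log2 fold change ranged from 4.99 to 6.93 when each sample was left out in turn, so its size is less certain than its direction. Gm21188 matches Gm36161, and the sum of both rose 23.1-fold, so a shift of reads between the pair does not account for the increase. For Gm11127 the test was void. Apart from 913 bases of Gm7030, its matches are stretches of 203 to 317 bases in other genes. The sum over the 19 matching genes of the deposited table (1.11-fold) is too large for the rise of Gm11127 to show.

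Rpl26 differs from these. Its processed pseudogene Gm15772, on chromosome 5 from 3236431 to 3236868, is 98.2% identical over 438 bases and fell from 13285 ± 355 (SD, n = 3) to 10750 ± 328 (SD, n = 4) normalized counts, while Rpl26 rose from 215 ± 15.9 to 2549 ± 125. The summed count of Rpl26 and its copies changed 0.986-fold. Had the rise of Rpl26 been added to the sum, the log2 fold change would have been 0.23, whereas it was -0.02 with a standard error of 0.03. Reads shared with Gm15772 and assigned differently in the groups are a candidate explanation. A sequence difference between the animals of the control and treated cultures could produce such a shift, but sequence was not examined here. If the animals differed, genes called higher might lie near one another on the chromosomes. Of the 529 genes called higher, 284 had another within 1 Mb, against a mean of 262 in 1000 random draws (permutation p = 0.057, one-sided). Of those with a log2 fold change above 1, 74 did, against a mean of 52.1 (permutation p = 0.006, one-sided). Neighbouring genes that respond together would give the same result, so this test cannot decide. The increases of Ano2, Gm11127, Gm21188 and Lama3 likewise cannot be told apart from a difference between animals, and a response to 2-Cl-IB-MECA remains a hypothesis for them.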

How the results depend on the processing

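Of the 80 named genes that were tested, 64 kept their direction and their side of FDR 0.05 under each of the 14 alternatives in which they could be fitted. Over all 1106 pairs of gene and alternative, 15 became weaker, 15 became stronger and 9 reversed. The 3 other scalings changed none of them. The reversals were in 5 genes with small or imprecise changes. Gm12188 was at -0.0490 with the replicate block and between -0.0466 and 0.28 across the 7 fits that each left out a sample. In those fits Adora3 lay between -0.11 and 0.10, Cxcl13 between -0.25 and 0.0495, Il12a between -0.12 and 1.00 and Tagap1 between -0.0441 and 0.00801. The cause was not tested. Genes that lost significance in some of the fits were Adora2a, Cd86, Pparg and Scarna2.

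The number of differentially expressed genes was 1976 and stayed within 1.5 times that number except when the fold change criterion changed. Without it there were 7080 genes, 3456 higher and 3624 lower. With the fold change tested against 1.5 there were 711, 129 higher and 582 lower. The share of lower genes was between 71.9% and 73.5% under the other scalings. The fit with the replicate block gave 1915 genes, 1750 of them in common with the fit without it.

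For the genes of Table 2, a filter of at least 10 counts in every library gave 8 genes, because that filter leaves out genes with few reads in some sample of either group. Among them are Olfr56, with few reads in the treated samples, and AC122413.1 and Abhd1, with few in the controls. Their results therefore depend on a less strict filter. The other alternatives gave between 16 and 18 genes.

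The fibroblast markers had a median log2 fold change of -1.38 (camera, adjusted p = 0.0581, lower in 23 of 23 genes). Without the filter on low counts the median was -1.37 (adjusted p = 0.0216), and with the replicate block it was -1.41 (adjusted p = 0.125). Across the fits that left out a sample it ranged from -1.41 to -1.26, and the adjusted p from 0.0101, without treated sample 1, to 0.0943. The adjusted p over all alternatives thus lay between 0.0101 and 0.125. The astrocyte markers were at 0.33 (adjusted p = 0.0475) without the filter, against 0.32 (adjusted p = 0.0730) with it, and the adjusted p ranged up to 0.148. The median of the microglial markers, -0.01, was 0.00119 without the filter, 0.0286 with the replicate block and between -0.0621 and 0.0389 when a sample was left out. The cause of these shifts was not tested. Camera was not run under DESeq2, so the marker sets have no value for that alternative.

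Depth limits the genes with few reads. AC122413.1 has a lower bound in place of a fold change, and the treated samples hold at most 7 reads of Olfr56.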

Differences from the paper's values

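Without the replicate block and with all samples, the fold changes of Table 2 for the A_3_R agonist did not differ from the values computed here by more than the error, AC122413.1 and Clec1a apart, for which no such comparison was made. With the replicate block, the FC of Olfr56 was -13.4 (error 3.69) against the paper's -17.88, a difference beyond the error, and it was also -13.4 without treated sample 4. Differences beyond the error also arose when another sample was left out. These were an FC of 4.20 for Abhd1 without control sample 1 (2.72 in the paper), and, without treated sample 1, of -6.48 for Grp (-9.29), -7.17 for Inmt (-8.48) and -2.46 for Ccl11 (-3.11). For Nrk it was -2.17 without control sample 3 (-2.55). For AC122413.1 the value computed here is a lower bound of 6.67-fold, below the paper's 30.33, so the values could not be compared.

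The paper lists Clec1a among the genes downregulated with the A_3_R agonist. It did not pass the filter on low counts here and was not called. It was called without that filter (log2 fold change -2.71, FDR 3.90e-05 in edgeR's test), with DESeq2's Wald test (-2.74, adjusted p = 0.00293) and without control sample 2 (-3.06, FDR 0.00130 in edgeR's test).

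The paper describes AC122413.1 as the gene that encodes T-cell activation GTPase-activating protein 1. The deposited table lists AC122413.1 as an antisense gene, and a separate gene, Tagap1, as protein-coding on the opposite strand from 6955011 to 6961156. Tagap1 had a log2 fold change of -0.02 (standard error 0.08, FDR 0.890 in edgeR's test). The paper states that only coding sequences were considered, whereas the deposited table lists Abhd1 as a processed transcript, Scarna2 as a small Cajal body RNA and AC122413.1 as antisense.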

Other observations

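The tests of other splits for Table 2, the biomarkers, the calls shared with the A_2A_R antagonist and the fibroblast markers, both tests on the similarity to the A_2A_R antagonist, and the test of Ifi47 were chosen after the results were seen.

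The 7 samples can be split into 4 and 3 in 35 ways, of which 8 part all same-numbered samples. Among those 8, only 1 split, the real one, gave as many differentially expressed genes (1976), as many genes of Table 2 (17), as many biomarkers (19), as many calls shared with the A_2A_R antagonist (1174) or as large a median change of the fibroblast markers. The genes of Table 2 were chosen partly on these samples. The biomarkers and shared calls come from comparisons with the same controls. For these 3 lists the real split was thus favoured in advance, and the test cannot decide. With 8 splits the share cannot fall under 0.05, so a chance difference between the samples cannot be excluded by this test alone. Among all 35 splits the real one was also the 1 with the largest result in each case (2.86%), and the largest number of differentially expressed genes in any other split was 1. The splits outside those 8 differ in that they put same-numbered samples together.

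More genes were lower than higher with 2-Cl-IB-MECA, and several technical explanations were weighed. The 3 other scalings of the libraries left at least 71.9% of the differentially expressed genes lower, but they moved the median log2 fold change by at most 0.00814. They take most genes as unchanged, as TMM does, or rest on the total count alone. The excess of lower genes therefore cannot be told apart from an error common to the scalings. Spearman's rho across genes between the log2 fold change and gene length was -0.094, and between it and GC content 0.064, where a size of at least 0.3 had been asked for. The astrocyte markers did not fall (median log2 fold change 0.32, higher in 14 of 18 genes). The fibroblast markers fell together, by a median of -1.38, with 23 of 23 genes lower, while the 24 microglial markers had a median of -0.01. The endothelial markers were also lower, with a median of -0.56 and 7 of 8 genes lower (adjusted p = 0.0730), at a median of 0.97 in log2 CPM. The markers of oligodendrocytes and neurons had medians of 0.23 and -0.08. The adjusted p from camera (0.0581) did not pass the threshold set beforehand, so fewer fibroblasts in the treated cultures can be neither accepted nor excluded.

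Fibroblasts that vary in share between cultures would also make other genes follow the fibroblast markers within a group. Over the 1416 lower genes that are not markers, the median correlation of deviations from the group means with those of the fibroblast markers was 0.398 above that of matched unchanged genes, past the 0.3 set beforehand. The difference fell to 0.283 without treated sample 1, so it rests partly on that sample, and it was at most 0.509 when another sample was left out. For the microglial markers the same measure was -0.367, and for the astrocyte markers -0.055. Genes are not independent, and fibroblast genes that respond to 2-Cl-IB-MECA in an unchanged number of cells could give the same pattern. A lower share of fibroblast RNA in the treated cultures may therefore contribute to the excess of lower genes, and this remains a hypothesis. The astrocyte and fibroblast markers had medians of 7.42 and 7.22 in log2 CPM, above the 6.31 of the microglial markers. The cultures thus held RNA of other cells than microglia.

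The fold changes with 2-Cl-IB-MECA were close to those the paper reports for the A_2A_R antagonist (r = 0.992 across 1180 genes). Noise of the shared controls does not account for this, since 100 draws of noise alone gave a correlation of at most 0.886. Control cultures that differ from the treated cultures in more than the ligand could also give similar fold changes in both comparisons. The slope of 0.913 cannot decide this, because a common response to both ligands gives a slope near 1 as well. For the combined treatment the paper's fold changes had a correlation of 0.960 with those computed here, over 1139 genes of Supplementary Table S2, with the same sign in 1138. Table S2 holds the same control counts too, and noise was not drawn for it, so the part of this correlation due to shared controls is not known.

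For AC122413.1, a different mix of sexes between the groups, or a substrain difference at Nnt, was not seen, as the largest log2 fold change among the sex genes and Nnt had a size of 0.271. Crb1 and Entpd4, which also differ between substrains, did not pass the filter on low counts. Crb1 had 9.29 ± 3.42 (SD, n = 4) normalized counts with 2-Cl-IB-MECA and 4.34 ± 1.58 (SD, n = 3) in the controls, with overlapping groups. Other differences between the animals were not covered by these genes. The sum of AC122413.1 and the near-identical gene E430024P14Rik rose 2.26-fold, so reads moving between the 2 genes do not account for the increase. The sum of AC122413.1, Tagap and Tagap1 had a log2 fold change of -0.0855 (standard error 0.06). Since the rise of AC122413.1 would move that sum by 0.03, the increase cannot be told apart from reads shared with Tagap1. For Olfr56, 10 genes of the table overlap its interval. From the overlap of intervals alone the decrease cannot be told apart from an effect of those genes. Of its 4537 exon bases only 111 lie on another gene's exon, that of Ifi47, which had a log2 fold change of -0.10. A fall of Ifi47 therefore does not account for the decrease of Olfr56. Near-identical transcripts of Olfr56 were not searched for, so reads moving between copies were not tested for this gene.

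Of the adenosine receptors, Adora1 had a log2 fold change of 0.58 (standard error 0.03, FDR 8.50e-12 in edgeR's test), Adora2b of -0.63 (standard error 0.06, FDR 5.54e-08 in edgeR's test), Adora2a of -0.31 (standard error 0.12, FDR 0.0406 in edgeR's test) and Adora3, the target of 2-Cl-IB-MECA, of 0.02 (standard error 0.16, FDR 0.930 in edgeR's test). The genes with the largest decreases under the rule for named genes were Col6a5 (-4.01), Reg3g (-3.95), Krt19 (-3.37), Fat2 (-3.36) and Spock3 (-3.25), each lower in all 4 treated samples than in all 3 controls. Causes of these changes were not tested.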
